A study of Mus musculus with 16 samples. Its data were reported in "High-Throughput Analysis of Promoter Occupancy Reveals New Targets for Arx, a Gene Mutated in Mental Retardation and Interneuronopathies" (2011).

How the data were processed

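Gene expression was measured in N2a cells, a mouse neuroblastoma line, 2 days after transfection with an expression vector for Arx or with the corresponding empty FLAG vector. Arx is a homeodomain transcription factor of the developing forebrain. Per the labels, 8 independent experiments were performed, which gave 8 Arx samples and 8 empty vector samples, and the samples were placed at random on the arrays. RNA was labelled with Cy3 or Cy5 by the Low Input Quick Amp kit and hybridised to 8 Agilent mouse 4x44K two-colour arrays on 2 slides. Each array carried 2 samples, one per dye. Slide 1 held replicates 1 to 4 and slide 2 held replicates 5 to 8. On slide 1 the Arx samples of replicates 1 and 2 shared an array, as did the empty vector samples of replicates 1 and 2. The other 6 arrays held the Arx and the empty vector sample of the same replicate number, with the dyes exchanged between replicates.

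The deposited scanner files, written by Feature Extraction 10.7.3.1, hold for each spot the fluorescence intensity as the median pixel signal and the local background in each dye, a processed signal that the software had background-subtracted and dye-normalised, and quality flags of 0 or 1. Per the labels the authors then applied a Lowess normalisation, which these files do not hold. The deposited value table holds intensity as well: for the gene spots its values equalled the unnormalised median pixel signal of the labelled dye in 100% of cases, and its medians per sample ran from 89 to 210.5. The table was therefore used as an alternative input only. A normalised table of the authors was not among the files used.

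The arrays held 43020 gene spots for 39429 probes, besides 1224 positive and 153 negative control spots, which were left out. In each sample 24455 to 28102 gene spots lay well above background by the software's flag. The median signal per sample was 89 to 210.5, the median local background 20 to 47.5, and the median ratio of signal to background 3.11 to 6.19. The number of arrays limits the precision of every comparison. Probe names were matched by their RefSeq identifiers to a mouse symbol table, which named 26055 probes (66.1%). Of the probes with a curated mRNA identifier 25520 of 26107 were named, and of those with a predicted one 15 of 5600. Chromosome positions are not given, because the files name an older mouse assembly than the symbol table.

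Values were background-corrected with normexp (offset 50), normalised within arrays by lowess (span 0.3) and between arrays by quantiles of the average intensity, and taken as log2 values of each channel, with limma 3.58.1 and statmod 1.5.0 in R 4.3.3. Spots that the software marked as outliers, in the spot or in its local background, were left out of the correction. This left 663 probes without a value in some of the samples, and probes with any missing value were dropped. On the array of replicate 3 a handful of spots with a very bright local background had pulled the fitted mean background to -1072 in Cy5, against -8.96 without them, and the decision to leave out background outliers was made after that fit was seen. A probe was kept when it lay well above background in at least 4 of the 8 samples of either group, and a gene was represented by its kept probe with the highest mean signal. This left 19996 genes and unnamed transcripts, 13701 of them with a symbol. The Arx probe did not pass this filter, so the values of Arx come from a fit without it. Of 3763 genes with several kept probes, 0 had probes with opposite changes that both reached an unadjusted p under 0.05.

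Arx and empty vector samples were compared with limma, with the replicate number and the dye as fixed terms, the array as a correlated block (correlation 0.557) and moderated variances. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Folds of at least 1.5 and 2 were counted besides. A fit without the replicate number, fits within each slide and the interaction of group with slide were made in the same way. Errors of fold changes are standard errors of the fit, and errors of group means are standard deviations over the 8 samples of a group. Replicate differences are the log2 value of the Arx sample minus that of the empty vector sample with the same number.

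Gene groups were tested with camera at a preset correlation of 0.01, with p adjusted over the 45 lists. These comprised 36 textbook lists of pathways, cell states and cell types, and 9 lists taken from the study: genes with Arx-bound promoters, genes that changed in Arx knock-out forebrain, direct targets and reporter genes, and genes that the study itself called on these samples. The calls were repeated with a correlation estimated from the data and with the rotation test fry. Counts of list members are given over all genes tested and, where stated, adjusted over the list alone. Arx-bound and other genes were compared by Fisher's exact test, two-sided. The lists, the comparisons, the alternatives and the rule for the genes named were fixed before the data were examined. The rule takes Arx itself, up to 12 called genes in each direction that moved the same way in all 8 replicates, up to 4 called members of each list or its 2 members with the lowest p where none was called, and 22 genes that the study names. Genes outside this rule are named because they passed the fit without the replicate number, were called with a hypoxia score in the fit, or passed when adjusted over their list alone, and they were chosen after their values were seen.

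Alternatives covered the background correction, normalisation, dim-probe filter, probe choice, dye term, replicate block, variance model and input values, and leaving out each replicate in turn. The comparisons were also made on 100 divisions of the samples, the real one among them, and on 100 of the 128 divisions that part the 2 samples of every replicate number. The steps were tested on simulated data with the same 16 samples: of genes changed 2-fold, 83.6% were called with the replicate block and 83.6% without it, and of genes changed 1.5-fold, 58.2% and 59.7%. The simulated noise was drawn for each gene on its own. It lacks the spread shared across genes that the replicate differences hold, so these shares do not give the power of the real comparison.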

Results

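The expression profiles of 16 N2a cell samples were compared, 8 transfected with Arx and 8 with the empty vector, each measured in 1 channel of a two-colour array. Between 24455 and 28102 of 43020 gene spots per sample lay well above background, and 19996 genes and unnamed transcripts were tested. The comparison addresses which genes change expression when Arx is expressed in N2a cells, and whether genes with Arx-bound promoters are among them.

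The array did not show the transfected Arx. Its only Arx probe (NM_007492) read 6.41 ± 0.50 (log2 intensity, SD, n = 8) in Arx-transfected cells and 6.41 ± 0.57 (n = 8) in empty vector cells, a fitted difference of -0.02 ± 0.06 (SE) with the replicate number and the dye in the fit, where the means themselves differ by 0.00. It lay well above background in 1 of 8 samples of each group, both of replicate 6, where the Arx sample read 7.61 and the empty vector sample 7.78. Whether the probe covers sequence that the expression vector carries is not known from the files, so these values check nothing about the transfection. The study states that Arx expression in the Arx-transfected samples of the 8 experiments was first checked by qRT-PCR, with those data not shown.

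Ly6c1 and Ly6a, members of the Ly6 family of cell surface proteins, Madcam1, an adhesion molecule for lymphocytes, and Pde6g, a subunit of the photoreceptor phosphodiesterase, stood far higher in Arx-transfected cells in all 8 replicates. Dab1, an adaptor of reelin signalling, Ret, the receptor of the GDNF family, and Bdh2, a short-chain dehydrogenase, stood lower in all 8. None of these differences passed the test of the full comparison, with the replicate number as a block: limma called 0 of 19996 genes, the lowest adjusted p was 0.0531, and 870 genes had an unadjusted p under 0.05, 617 higher and 253 lower in Arx-transfected cells. Of these, 82 differed by at least 1.5-fold and 29 by at least 2-fold. With the block kept, the count was 36 with the software's processed signals, 17 with a smaller offset, 17 with quantiles over all channels and 6 with no background correction, so the 0 rests on the processing. It rests on the replicate numbers too, and whether those of slide 2 mark samples of one experiment is not known: Arx 6 and empty vector 5 matched each other best there (r = 0.818), as did Arx 7 and empty vector 6 (0.888) and, under its own number, replicate 8 (0.582). Without the replicate block, limma called 65 genes, 57 higher and 8 lower, of which 39 differed by at least 1.5-fold and 17 by at least 2-fold. All 65 had the same sign on both slides, and 53 had the same sign in all 8 replicates. Because the 65 were selected on all of these samples, neither count is independent evidence. Across all genes, 269 had differences of the same sign in all 8 replicates (191 higher, 78 lower), where chance gives 0.781% of genes, or 156.2, if the 8 differences are independent. They are not: those of replicates 1 and 2 share arrays and correlated across genes (r = 0.621), and those of replicates 6 and 7 opposed each other (r = -0.814). The comparison with 156.2 is therefore rough. Leaving out replicate 3 gave 20 calls with the block and leaving out replicate 6 gave 3, and without the block the count was 24, 37, 11, 16 and 10 when replicates 1, 2, 4, 5 and 8 were left out in turn.

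The genes named from the 65 were chosen after their values were seen. Ly6c1 (NM_010741) read 9.36 ± 0.73 (log2 intensity, SD, n = 8) in Arx-transfected and 7.02 ± 0.29 (n = 8) in empty vector cells, a fitted log2 fold change of 2.28 ± 0.22 (SE, 4.86-fold), with an adjusted p of 0.0531 with the replicate block and 0.000108 without it. Pde6g (NM_012065) differed by 2.15 ± 0.26 (adjusted p 0.0653 with the block, 0.000579 without) and Madcam1 (NM_013591) by 1.98 ± 0.19 (0.0531 and 0.000314). Ly6a differed by 1.61 ± 0.19. Pde2a, which hydrolyses cyclic nucleotides, differed by 1.62 ± 0.30 and was higher in 7 of 8 replicates. Cst6, a cystatin protease inhibitor, stood higher by 1.21 ± 0.16 and Sparcl1, a matricellular protein, by 0.95 ± 0.19. The small GTPase Rnd2 differed by 0.84 ± 0.12, the water channel gene Aqp8 by 0.85 ± 0.18 and the ferritin heavy chain gene Fth1 by 0.44 ± 0.07. Slc32a1, the vesicular transporter of GABA and glycine, differed by 0.74 ± 0.16 and was higher in 7 of 8 replicates. Dab1 (NM_010014) read 9.97 ± 0.45 in Arx-transfected and 11.52 ± 1.05 in empty vector cells, a fitted change of -1.30 ± 0.18 (adjusted p 0.0702 with the block, 0.0329 without). Bdh2 differed by -0.73 ± 0.10, Haao, an enzyme of tryptophan breakdown, by -0.52 ± 0.13, and Ret (NM_001080780) by -0.62 ± 0.07 (0.0531 and 0.00883), from 13.55 ± 0.29 in empty vector cells to 12.97 ± 0.32.

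**Figure D1:**
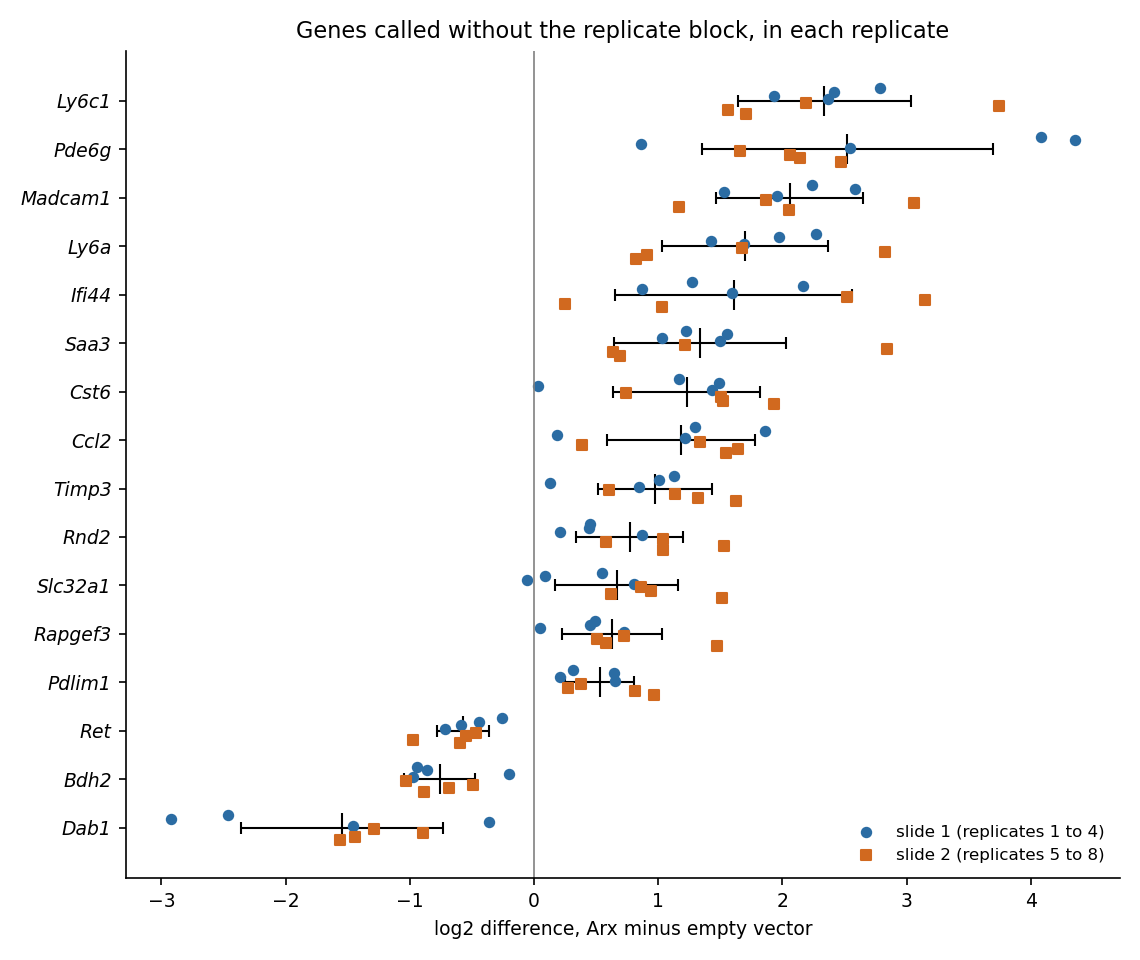
Replicate differences (Arx minus empty vector, log2 intensity) of genes called without the replicate block, chosen after their values were seen. Each point is 1 of 8 replicates, the tick is their mean and the bar their SD. Ly6c1 lies above 0 and Dab1 below 0 in all 8.

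Interferon response genes were higher as a group in Arx-transfected cells. Of 50 measured members 48 were higher, with a median log2 fold change of 0.48, and the list rose in the camera test (adjusted p 1.10e-34, and adjusted p = 0.471 with an estimated correlation). No member was called over all genes, 30 had an unadjusted p under 0.05, and 19 passed when adjusted over the list alone. Ifi44 differed by 1.58 ± 0.28, the guanylate-binding protein gene Gbp3 by 1.34 ± 0.24, Samd9l by 1.06 ± 0.16, the RNA sensor gene Ifih1 by 0.99 ± 0.19 and Ifi47 by 0.73 ± 0.12, each higher in all 8 replicates. Outside the list, the related genes Tgtp2 (1.17 ± 0.19), Trim30a (0.71 ± 0.13) and Nlrc5 (0.40 ± 0.09) were among the 65. The list's median difference was above 0 in 7 of 8 replicates, from 0.15 in replicate 3 to 1.45 in replicate 6, and it was -0.29 in replicate 7. Its median was 0.35 on slide 1 and 0.53 on slide 2.

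Chemokine and NF-kB response genes rose as a list too, with 15 of 23 members higher and a median of 0.21 (adjusted p 6.59e-06, and adjusted p = 0.486 with an estimated correlation). When adjusted over the list alone, 5 members passed, among them the monocyte attractant Ccl2 (1.10 ± 0.15) and the acute phase gene Saa3 (1.33 ± 0.22), both higher in all 8 replicates. Without replicate 6 the list was no longer called (adjusted p 0.172). Of the extracellular matrix and mesenchymal genes 18 of 27 were higher and 3 passed when adjusted over the list alone, and the list was called higher with a median of 0.07 (adjusted p 0.00194, and adjusted p = 0.533 with an estimated correlation). Timp3, an inhibitor of metalloproteinases, differed by 0.95 ± 0.13 and the laminin subunit gene Lamc2 by 0.52 ± 0.10. This call was lost without replicate 6 (adjusted p 0.343) or replicate 8 (0.127).

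Genes of cholesterol and fatty acid synthesis were called lower as a list by camera, though 0 members passed over all genes or over the list alone: 32 of 34 members were lower, with a median of -0.21 (adjusted p 2.65e-10, and adjusted p = 0.486 with an estimated correlation). The isomerase gene Idi1 differed by -0.39 ± 0.14 and Acat2 by -0.20 ± 0.07. The list's median was above 0 in 2 of 8 replicates, 3 and 6. It was 0.53 in replicate 6 and -0.74 in replicate 7, where hypoxia and glycolysis genes had medians of 1.22 and -1.29. Genes of oxidative phosphorylation were called higher as a list, with 46 of 48 members higher, 0 past the test over all genes or over the list alone and a median of 0.10 (adjusted p 5.49e-08, and adjusted p = 0.655 with an estimated correlation). Cox7c, a subunit of cytochrome oxidase, differed by 0.17 ± 0.05 and Ndufb9, a subunit of complex I, by 0.16 ± 0.05. This list's median was above 0 in 5 of 8 replicates. Targets of ATF4, the transcription factor of amino acid stress, were called lower as a list, with 33 of 38 lower, 0 past the test over all genes or over the list alone and a median of -0.10 (adjusted p 6.59e-06, and adjusted p = 0.655 with an estimated correlation). Cth, an enzyme of cysteine synthesis, differed by -0.44 ± 0.16 and Cbs by 0.12 ± 0.05. The median of this list was above 0 in 4 of 8 replicates and lowest in replicate 7 (-0.62), without which the call was lost (adjusted p 0.214).

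The remaining called textbook lists lay nearer the threshold. Of the G1/S and DNA replication genes 36 of 38 were higher with a median of 0.12, Tk1 at 0.20 ± 0.12 and E2f1 at 0.14 ± 0.09 (adjusted p 0.0270, and adjusted p = 0.991 with an estimated correlation). This list was not called without replicate 3 (adjusted p 0.395), its median was -0.06 without replicate 5, and without replicate 7 its test pointed down (adjusted p 0.920). Catecholamine and monoamine genes were called lower as a list, with 10 of 18 lower, 0 past the test over all genes or over the list alone and a median of -0.05 (adjusted p 0.0293, and adjusted p = 0.491 with an estimated correlation), Dbh, which makes noradrenaline, at -0.52 ± 0.20 and Tph1 at -0.17 ± 0.06. The call was lost without replicate 4 (adjusted p 0.0816), 6 (0.630) or 7 (0.0908). Heat shock genes were higher in 16 of 22 cases with a median of 0.08 (adjusted p 0.0447, and adjusted p = 0.954 with an estimated correlation), Hspa1a at 0.40 ± 0.11 and Cryab at 0.25 ± 0.05. That call was lost without replicate 2 (0.0543), 5 (0.922, median -0.03), 7 (0.0518) or 8 (0.315). Imprinted genes were higher in 13 of 26 cases with a median of 0.01 and a mean of 0.10 (adjusted p 0.0456, and adjusted p = 0.486 with an estimated correlation). Of these, 4 passed when adjusted over the list alone, including Igf2r (0.64 ± 0.12) and Peg10 (0.48 ± 0.07), and the call was lost without replicate 1 (adjusted p 0.0772), 3 (0.0842), 6 (0.324) or 8 (0.207). In all, camera called 12 of the 45 lists, 8 up and 4 down. Of these, 0 held with an estimated correlation and 0 by fry, whose lowest adjusted p was 0.0743. A test by fry for change in either direction called 1 list, that of bound genes picked as higher on these samples.

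**Figure D2:**
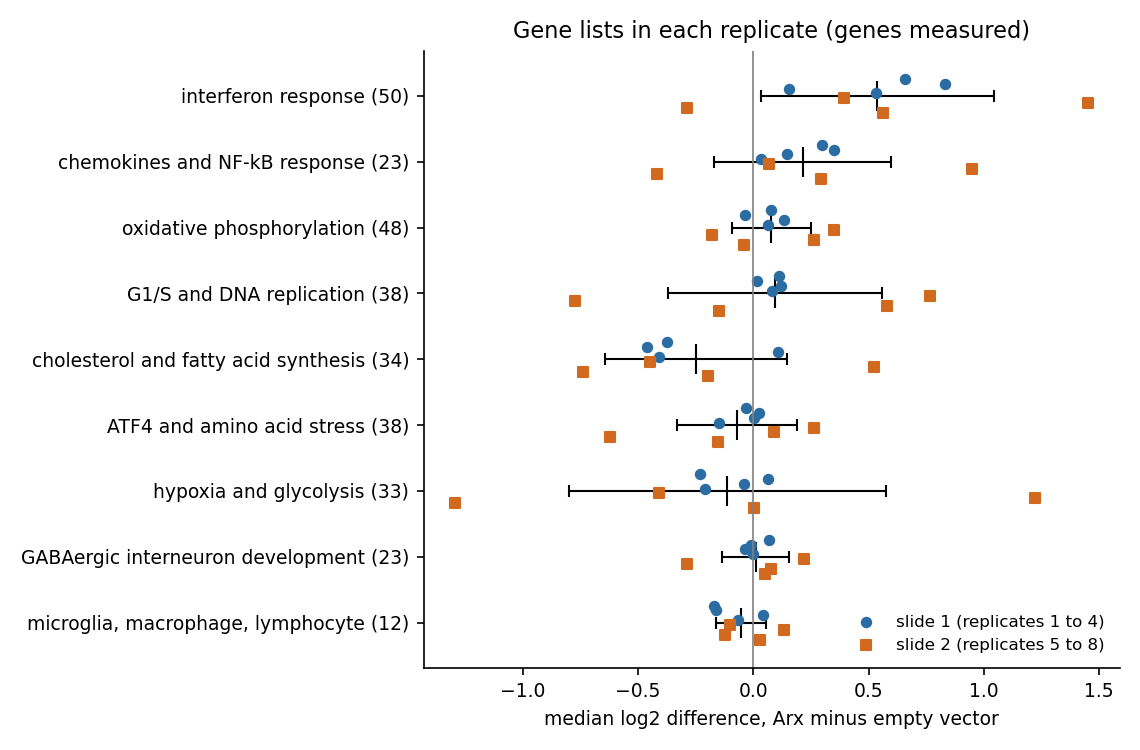
Median difference (Arx minus empty vector, log2 intensity) of the measured genes of selected lists, by replicate. The lists of hypoxia and glycolysis, GABAergic interneuron development and immune cell markers were not called, and not every called list is shown. Each point is 1 of 8 replicates, the tick is their mean and the bar their SD. The interferon response list lies above 0 in 7 of 8 replicates.

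Lists of neuronal function did not pass the test. The genes of synaptic vesicles, learning and memory, neurotransmitter receptors, neuronal cytoskeleton and differentiation, axon guidance and adhesion, GABAergic interneuron development, voltage-gated channels, homeodomain factors, and Notch, Wnt, TGF-beta and FGF signalling, 12 lists, had medians of -0.03 to 0.02 and adjusted p of 0.454 or more. Single members passed when adjusted over their list alone: Slc32a1 and Mafb (0.44 ± 0.08) in the interneuron list, Slc32a1 in the synaptic vesicle list, the ubiquitin ligase gene Dtx1 (0.39 ± 0.08) in the Notch list and Rapgef3 (0.66 ± 0.12), an exchange factor activated by cyclic AMP, in the FGF list. The other 14 textbook lists that were not called were hypoxia and glycolysis, skeletal muscle genes, replication-dependent histones, apoptosis, ribosomal proteins, G2/M and mitosis, RNA splicing, cell cycle inhibitors and p53 targets, immediate early genes, the unfolded protein response, pancreatic islet genes, and markers of immune cells, of glia, and of endothelial, epithelial and blood cells. Over all 33 lists that were not called, medians ran from -0.08 to 0.07 and adjusted p from 0.178 to 0.982, and in 14 of them the median, the mean and the test did not share a sign. Members that passed when adjusted over their list alone were Gadd45g (0.56 ± 0.11) and Cdkn1c (0.31 ± 0.07) among cell cycle inhibitors, Klf4 (0.27 ± 0.05) among immediate early genes, Mafb among islet genes, and the troponin genes Tnnt3 (0.54 ± 0.10), Tnni1 (0.45 ± 0.13) and Tnni2 (0.30 ± 0.08) among muscle genes. The 12 measured markers of immune cells had a median of -0.02.

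Genes with Arx-bound promoters did not differ detectably from other genes. Of these genes, known from chromatin immunoprecipitation in other samples, 730 were tested. Among them 394 were higher and 336 lower, with a median of 0.01 (camera p 0.718, and p = 0.811 with an estimated correlation). Separate lists bound in both N2a cells and embryonic brain (224 genes, median 0.02, adjusted p 0.535), in N2a cells only (439 genes, median 0.00, 0.979, with 3 members past the test when adjusted over the list alone) and in embryonic brain only (67 genes, median -0.01, 0.708) were not called. An unadjusted p under 0.05 was found for 38 of 730 bound genes (5.21%) and 832 of 19266 others (4.32%, Fisher's exact p 0.266), and limma called 0 bound genes. The others include unnamed transcripts, and which of them the promoter arrays covered is not known here. Among named genes only, the shares were 38 of 727 (5.23%) and 635 of 12974 (4.89%, Fisher's exact p 0.659). Without the replicate block, 4 of 730 (0.548%) and 61 of 19266 (0.317%) were called, an odds ratio of 1.73 (95% interval 0.457 to 4.69, Fisher's exact p 0.302). These were Ccl2, Lamc2, Rapgef3 and Pdlim1, a LIM domain protein (0.54 ± 0.06), each higher in all 8 replicates. Of the 38 bound genes 14 were lower, against 239 of the 832 others (Fisher's exact p 0.278). The 40 measured bound genes that the study called up were all higher here, with a median of 0.24 (camera adjusted p 6.90e-28, and adjusted p = 0.162 with an estimated correlation), and 13 passed when adjusted over the list alone, with the lowest p for Pdlim1, Peg10 and Ccl2. Of the 66 that it called down, 63 were lower, with a median of -0.13 (adjusted p 2.07e-15, and adjusted p = 0.325 with an estimated correlation), and 0 passed when adjusted over the list alone. Because the study chose both lists on these samples, neither count is independent evidence of a direction.

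Bound genes that change in the Arx knock-out forebrain did not move the opposite way as a group. Of 84 measured genes that are higher in the knock-out, 46 were lower here, and of 37 that are lower in the knock-out, 15 were lower here (Fisher's exact p 0.171). Neither list was called by camera (adjusted p 0.855 and 0.959). In the first list 8 genes had an unadjusted p under 0.05, 7 of them higher and 1 lower, and Pdlim1 and Rapgef3 passed when adjusted over the list alone, both higher here as in the knock-out. In the second list 0 genes reached an unadjusted p under 0.05.

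Of 22 genes that the study names as targets or as changed, 21 were measured and limma called 0. Calb2 had no kept probe. An unadjusted p under 0.05 was found for 4 of them, Foxp1, a forkhead transcription factor (0.37 ± 0.09), the protocadherin Pcdh17 (-0.26 ± 0.09), the potassium channel Kcna5 (-0.23 ± 0.08) and the cytokine signalling inhibitor Socs2 (-0.20 ± 0.07). The direct target Lmo1 differed by -0.13 ± 0.12, Ebf3 by -0.08 ± 0.21 and Shox2 by 0.00 ± 0.08. Phlda1 differed by 0.29 ± 0.17, Lmo4 by -0.27 ± 0.17, Zfp503 by 0.25 ± 0.16, Bmper by 0.18 ± 0.24, Lonrf3 by -0.17 ± 0.18, Etv1 by -0.15 ± 0.07 and Il17rd by -0.12 ± 0.09. Values within 0.14 of 0 were found for Sh3tc2 (0.14 ± 0.12), Lmo3 (0.11 ± 0.10), Gabrb3 (0.08 ± 0.15), Ank3 (0.05 ± 0.12), Atp7a (0.04 ± 0.05), Cdh2 (0.03 ± 0.06) and Vcan (0.03 ± 0.06). The study itself reports Gabrb3, Lmo3 and Cdh2 as changed by qRT-PCR but not on its arrays. It names Ebf3 and Shox2 as bound by Arx. For Lmo1, Lmo3, Sh3tc2, Cdh2 and Calb2 it reports binding and also repression in a luciferase reporter assay, which reads a cloned promoter region rather than the gene's own RNA. Lmo1 is also among the genes that the study places in its expression clusters. As lists, the 14 genes known from the knock-out striatum, which were picked on these samples and so are not independent evidence, had a median of -0.04 (adjusted p 0.717), and the direct targets and reporter genes 0.03 (adjusted p 0.827).

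**Figure D3:**
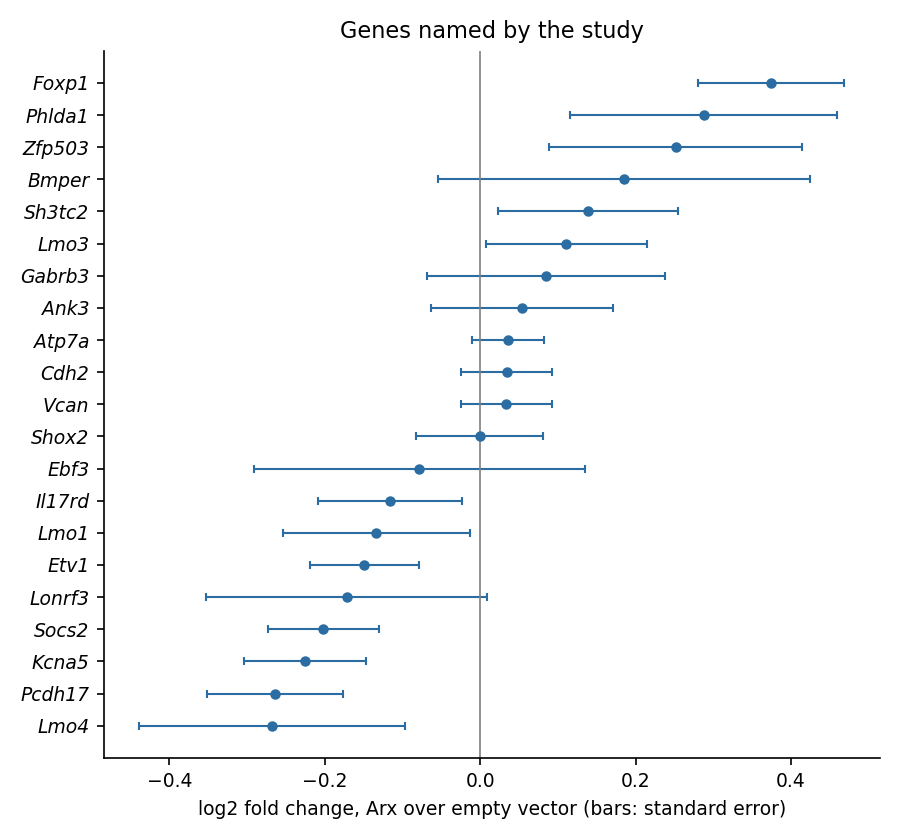
Fitted log2 fold change (Arx over empty vector) of the measured genes that the study names. Each point is 1 gene and the bar its standard error. Foxp1 lies above 0 and Pcdh17 below 0.

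Ly6c1, Madcam1, Ret and Dab1 were picked on the samples of both slides. They had similar fold changes on the 2 slides, which share no sample. Across 19996 genes the slides' fold changes correlated with r = 0.546 (Spearman 0.374, where genes are not independent replicates), and 61.5% had the same sign. Within slide 1 limma called 42 genes, 33 higher and 9 lower, and 41 of them had the same sign on slide 2. Within slide 2 it called 0, with 202 at an unadjusted p under 0.05. The interaction of group with slide called 0 genes, with 46 at an unadjusted p under 0.05, so no gene's change was shown to differ between the slides. Ly6c1 differed by 2.17 on slide 1 and 2.30 on slide 2, Madcam1 by 1.77 and 2.04, Ret by -0.64 and -0.65, and Dab1 by -0.98 and -1.30, while Pde2a differed by 0.60 and 2.17.

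**Figure D4:**
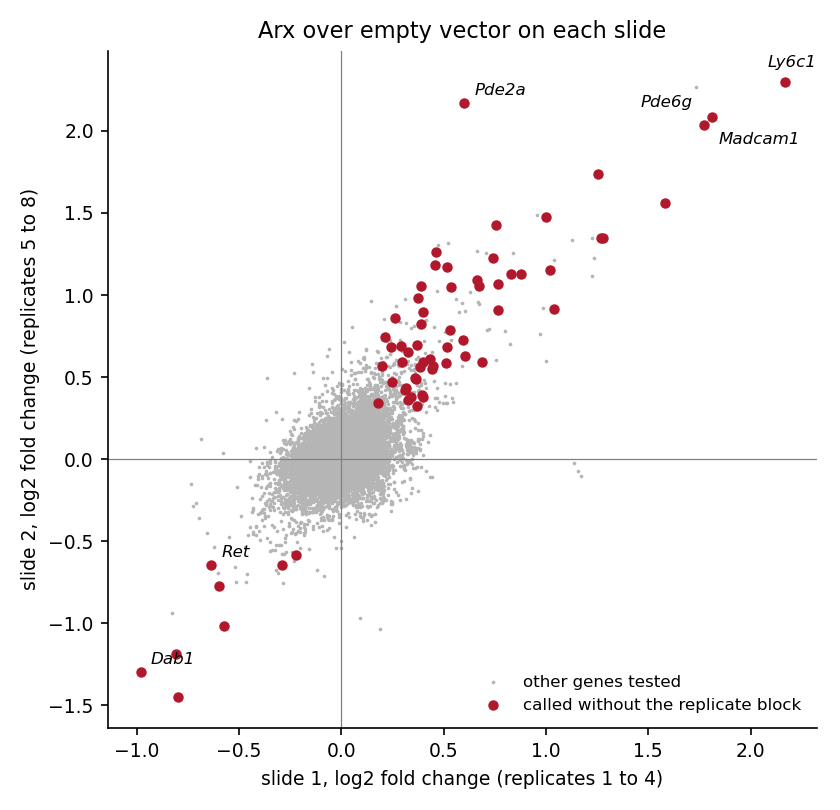
Log2 fold change (Arx over empty vector) of each tested gene within slide 1 (horizontal) and within slide 2 (vertical). Red points are the 65 genes called without the replicate block, all of which have the same sign on both slides. They were selected on the samples of both slides, so this is not independent evidence.

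Replicate differences were larger on slide 2 than on slide 1, taking the numbers as labelled. On the array with the Arx samples of replicates 1 and 2, 1.61% of genes differed by more than 1.5-fold between the dyes, and on that with the empty vector samples 0.705%. On the arrays with both groups the share was 0.680% in replicate 3, 1.42% in replicate 4, 17.6% in replicate 5, 28.8% in replicate 6, 17.2% in replicate 7 and 4.19% in replicate 8. The differences of replicates 6 and 7 opposed each other across genes (r = -0.814), and hypoxia and glycolysis genes had a median difference of 1.22 in replicate 6 and -1.29 in replicate 7. Interferon response genes followed the same order in these replicates (1.45 and -0.29).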

Values the study reported

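The study describes 8 independent experiments on arrays representing 39430 RNAs and reports 7 clusters holding 2145 genes, of which 908 were up-regulated and 1237 down-regulated in Arx-expressing cells. Of its Arx-bound genes, 95 of 927 found in transfected N2a cells changed, or 108 of 1006 with those found only in embryonic brain, and 67 of the 108 were down-regulated. In Arx knock-out mice it reports 159 bound genes that changed, 115 of them up-regulated. It lists 24 bound genes that changed in both systems, 15 with opposite and 9 with the same regulation. No statistical threshold for the clusters is stated there, so these counts cannot be set beside counts at a given adjusted p.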

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

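The tests of the slide 2 pattern, and of immune cells and of an insert or plasmid preparation as the source of the interferon signal, were chosen only after the result was seen.

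The differences between Arx and empty vector samples opposed one another on slide 2, and replicates 6 and 7 stood apart in several measures. A dye effect would leave replicates 5 and 6, labelled alike, with like differences, but these correlated across genes with r = -0.573. Exchanged group labels would turn the sign of the genes called on slide 1, yet over those 42 genes the lowest mean difference of a slide 2 replicate, signed by the direction on slide 1, was 0.51 log2 units above 0 (standard error 0.16, replicate 7). The state of the cultures remains open: the first component of the replicate differences, computed without hypoxia genes and holding 68.0% of the variance, followed the difference in hypoxia and glycolysis genes over the 8 replicates (r = 0.951, exact permutation p 0.000347; Spearman 0.952, exact permutation p 0.00114; r = 0.861 without the 2 farthest replicates). This match is not particular to hypoxia genes. In replicates 5, 6 and 7 the component scores were -46.2, 88.8 and -56.5. The G1/S and DNA replication list had median differences of 0.77, -0.77 and 0.58 there, and the RNA splicing list 0.46, -0.44 and 0.25. The component therefore does not single out oxygen or nutrient supply. Cultures that differed in their state cannot be told apart here from replicate numbers of slide 2 that do not mark samples of one experiment, and both may hold. The reason is that 2 pairs with different numbers, Arx 6 with empty vector 5 (r = 0.818) and Arx 7 with empty vector 6 (0.888), matched each other best. Replicate 8 did so under its own number (0.582), and Arx 5 and empty vector 7 had no partner that matched both ways.

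Interferon response genes were higher in Arx-transfected cells by camera at the preset correlation, a call not kept with an estimated correlation (adjusted p 0.471) or by fry (0.318), and their score in the Arx sample of replicate 7 lay far below that of the other Arx samples (gap over range 0.605). With the hypoxia score of each sample in the fit, the list's median was 0.515 in place of 0.477, and at least 85.6% remained when any 1 replicate was left out. The score itself differed little between the groups (mean difference -0.09, lower in Arx-transfected cells), so the fit had little to take away. These values argue against the state read from hypoxia genes as the whole cause. Other states of the cultures were not tested. Immune cells would bring their own markers, but the 12 measured ones had a median of -0.0195 (standard error 0.0197), and the 8 of them dimmer than the median gene, in which a few such cells would show most, -0.01 (standard error 0.03). Both groups were transfected, so transfection that was equal in both leaves no difference, but its efficiency was not measured here. An effect of carrying any insert, or of the plasmid preparation, cannot be told apart from an effect of Arx itself, because 0 samples carried another insert. Whether Arx itself acts on these genes stays open as well, as untested.

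Further values that stood far from their group were these, with the gap to the nearest sample divided by the group's range. The Arx probe was far higher in replicate 6 in both the Arx (0.780) and the empty vector sample (0.817). The count of spots well above background was low in the Arx sample of replicate 3 (25356, ratio 0.538). The score of bound genes that the study called up was low in the same sample (0.529). The chemokine and NF-kB score was low in the Arx sample of replicate 7 (0.527) and in the empty vector sample of replicate 6 (0.567). Among replicate differences, Lmo4 (0.652) and Bmper (0.560) were far lower in replicate 6, and Lonrf3 (0.553) and the ATF4 list (0.531) in replicate 7. Chance gives such a sample in about 1 in 20 groups, so 3.05 of the 61 groups tested, and 11 were found. The 61 groups are measures of the same 16 samples and are not independent, and replicates 6 and 7 recur among the 11. The comparison with 3.05 is therefore rough.

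By camera at the preset correlation, 3 lists differed between the slides. Bound genes that the study called up had a median of 0.13 on slide 1 and 0.28 on slide 2 (interaction adjusted p 3.23e-07), ribosomal protein genes -0.04 and 0.01 (0.0128), and extracellular matrix genes 0.01 and 0.07 (0.0128). With an estimated correlation 0 of these held (adjusted p = 0.978 for each).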

How the results depend on the processing

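The alternatives to the fit without the replicate number, the fit that kept spots with an uneven local background and the fit with the hypoxia score were chosen after the data were seen. The cause was not tested for any of the changed counts. Same-numbered samples deviated together on slide 1 (correlation of their deviations from the group means 0.757 to 0.903) but on slide 2 only those of replicate 8 did (0.582, against 0.0458, -0.467 and -0.00261 for replicates 5 to 7). The numbers therefore do not pair all samples, and the Arx sample correlated best with the empty vector sample of its own number in 4 of 8 cases. On slide 2, Arx 6 and empty vector 5 matched each other best (0.818), as did Arx 7 and empty vector 6 (0.888) and the samples numbered 8, so whether these numbers mark samples of one experiment is not known. The labels were kept, and the block rests on them. With the replicate block limma called 0 genes and with no replicate block 65, including 16 named by the rule, 4 Arx-bound genes and 2 that change in the knock-out. With the slide as block these counts were 67, 16, 4 and 1, and within slide 1 42, 21, 4 and 1.

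In the fit with the block the count of genes was 6 with no background correction (4 named by the rule), 36 with the software's processed signals (15), 17 with the smaller offset of 16 (12), 3 with median centring (3), 17 with quantiles over all channels (13), 5 without between-array normalisation (4), 2 with the stricter filter (2), 2 without the dye term (2), 2 with an intensity trend and robust variances (2), 6 from the authors' value table (4) and 420 with the hypoxia score. Arx-bound genes numbered 3, 2 and 2 and knock-out genes 2, 1 and 1 with processed signals, the smaller offset and quantiles. The count of genes stayed at 0 without a filter, with the mean of the probes, on the 6 arrays with both groups, within slide 2 and with uneven-background spots kept. Leaving out each replicate gave 0 to 20 genes, 0 to 13 named by the rule, with 20 without replicate 3 and 3 without replicate 6. The Arx probe differed by 0.0082 within slide 1 and by -0.060 to 0.020 when each replicate was left out, and the stricter filter gives it no value.

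Without the replicate number, the 65 genes became 110 with processed signals, 32 with median centring, 37 without a filter, 34 with uneven-background spots kept, 22 within slide 1 and 0 within slide 2. Leaving out each replicate gave 10 to 80, and 24, 37, 11, 16 and 10 without replicates 1, 2, 4, 5 and 8. The share of genes past 1.5-fold on arrays with samples of the same group, 1.16%, was 5.76% with processed signals, 1.87% with the smaller offset and 26.3% with median centring. The interaction with slide called 0 genes in each of 9 settings.

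Of the 12 list calls, 0 held with an estimated correlation, 0 by fry and 1 with no replicate block and an estimated correlation. That 1 was the list of bound genes that the study called up on these samples (camera adjusted p 0.00767, against 0.0940 for the interferon list). Leaving out each replicate gave 9 to 12 calls. Of the 12, 5 kept their call at the preset correlation whichever replicate was left out. Both lists of bound genes that the study chose on these samples are among the 12 and among the 5, and their calls are not independent evidence. The G1/S list turned to a median of -0.064 without replicate 5 and to a downward test, at a median of 0.018, without replicate 7 (0.310 at most, without replicate 6), and the heat shock list to -0.029 without replicate 5 (0.155 at most, without replicate 6). Of 93 measured genes that the rule takes in the comparison as reported, 83 had the same sign under every alternative run, 17 were called under at least 1 and 0 were called in opposite directions. The counts above of genes named by the rule apply its choice of up to 12 called genes per direction anew in each setting. They therefore include genes outside the 93. Across normalisations, 84.5% to 90.6% of the genes called without the block were higher, and 55.2% to 77.4% of those with an unadjusted p under 0.05, the lowest with median centring (70.9% as reported). The signal lay only 3.11 to 6.19 times above background, which limits what dim probes such as that of Arx can show.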

Other observations

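The fit with the hypoxia score, the count of divisions for the median of the interferon list in the comparison as reported, and the divisions that part replicate numbers were chosen only after the result was seen.

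With the hypoxia and glycolysis score of each sample as a covariate, Ccl5, a T cell attracting chemokine, stood higher by 2.26 ± 0.20 (SE), the peptidylarginine deiminase Padi3 by 1.21 ± 0.08 and the endothelial protein C receptor Procr by 1.18 ± 0.08, besides Ly6c1 (2.34 ± 0.13) and Madcam1 (2.04 ± 0.09). On the lower side stood Dab1 (-1.30 ± 0.17), Acsm1 (-0.75 ± 0.13), Ret (-0.62 ± 0.06), the histone deacetylase Hdac9 (-0.51 ± 0.07), the somatostatin receptor Sstr5 (-0.50 ± 0.08), the GLP-1 receptor Glp1r (-0.44 ± 0.07), the axon guidance cue Slit3 (-0.40 ± 0.08) and the transcription factor Tfap2b (-0.39 ± 0.08). Each of these was called by limma and moved the same way in all 8 replicates. Of 50 interferon response genes 32 were called, all higher, and 5 of the chemokine list. The fit called 420 genes, 361 higher and 59 lower, 99 of them by at least 1.5-fold and 33 by at least 2-fold, and it kept 64 of the 65 called without the replicate block. Of 730 Arx-bound genes 21 (2.88%) were called, 16 higher and 5 lower, against 2.07% of the others (Fisher's exact p 0.146). Camera called 9 lists in this fit, and 0 with an estimated correlation. The count was 15 without replicate 6, and 277, 278, 230 and 180 without replicates 1, 2, 4 and 8, and it was 334 and 449 without replicates 7 and 5 and highest without replicate 3.

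A hypothesis is that the state of the cultures, read from hypoxia genes, adds a spread that may hide differences between the groups. Among 100 divisions of the samples into groups of 8, the real one gave the most genes with the score in the fit (420, with 1 division as large, itself, highest other 113). It did so again among 100 of the 128 divisions that part the samples of every replicate number (1 as large, itself, highest other 139). The score was put in the fit after the result was seen, and the divisions do not repeat that choice. The count also fell to 15 without replicate 6, so chance is not excluded for it. The interferon list's median of 0.515 with the score was reached in 20 of 100 (highest other 1.17), so chance is not excluded there either.

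The first 100 divisions ignore the replicate numbers, and where both samples of a number fall in 1 group the fit with the block has no comparison within that number. For the comparison as reported, all 100 divisions gave at least the 0 genes of the real one (highest other 6976), and 34 gave at least its 870 genes with an unadjusted p under 0.05. With every number parted these counts were 100 (highest other 4934) and 30. Another 3 divisions called many genes, up to 6976, which points to a structure of the samples that cuts across the groups. Without the replicate number, 5 of 100 gave as many as 65 (highest other 6743), so chance is not excluded, although with every number parted only 3 of 100 did (highest other 2515). Within slide 1, where the numbers pair the samples, the 8 divisions that part all 4 numbers are too few for a share under 0.05: the real one gave 42 genes, 1 of the 8 reached that, itself, and the highest other was 0. By genes with an unadjusted p under 0.05 the real one (2849) was not the highest (3081 in another of the 8). The other divisions of slide 1 leave fewer pairs to compare, and 8 of all 30 reached 2849 (highest other 3219). Within slide 2, 31 of 31 reached the real count of 0 (highest other 2880). For the interaction with slide, 89 of 89 reached 0 (highest other 4755). As many as 12 lists were called in 38 of 100 (highest other 19), and in 34 with every number parted (highest other 16). The camera p of the interferon list at the preset correlation was reached by 2 of 100 (minus log10 of p 35.6, highest other 38.2), with 2 more nearly level (35.5 and 35.3), and by 3 with every number parted (highest other 39.1). The interferon list had the lowest camera p of all the lists tested, and the divisions do not repeat that choice of list. These counts therefore do not exclude chance for that p. The list's call was not kept with an estimated correlation (adjusted p 0.471) or by fry (0.318). Its median of 0.477 was reached by 26 of 100 (highest other 1.18), and by 11 with every number parted (highest other 0.740). For Arx-bound genes as a list 70 of 100 gave as small a p (0.144 on the same scale, highest other 1.29), for those higher in the knock-out 92 (0.203, highest other 3.92) and for those lower in it 92 (0.0588, highest other 1.87).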
